A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

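Genomic DNA from tail tissue of a sire, a dam and their 8 offspring was hybridized by the authors to custom oligonucleotide CGH arrays, with DNA of 1 male mouse as the reference. Each mouse was measured on 2 arrays, with the mouse in Cy3 on 1 and in Cy5 on the other, which gave 20 arrays. Mice were grouped as sire, dam or offspring from the labels, and the 2 arrays of a mouse were treated as 1 replicate. The sire and the dam were 1 mouse each. The design text of the series calls the sire non-irradiated, while its title and the study name irradiated sires, and the title was followed. None of the comparisons depends on this.

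The deposited scanner files came from Agilent Feature Extraction (version 10.7.1.1), with 973116 features per array. In these files, the authors gave a processed intensity per channel, which was background-subtracted, detrended for the position on the array and dye-normalized by a linear factor. The deposited LogRatio column is the log10 of the Cy5 over the Cy3 processed intensity, and this was checked on the values. The deposited value table of the series holds the log2 of reference over mouse for 964482 features, and it matched the LogRatio column on all 20 arrays after the change of scale and sign. The direction was checked with the X and Y probes of the dam on both arrays, since the reference was male.

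For the values given here, the log2 of the processed intensities was taken as mouse over reference on every array, spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. Of 966335 spots at a placed position, 950713 probes resulted, and 949801 autosomal probes had a value on all arrays. No filter on signal was applied to these values. Between 98.0% and 100.0% of features were well above background in a channel, and 96.1% of autosomal probes were well above background and unsaturated on all arrays. The signal-to-noise ratio of a channel, as the file headers give it, ranged from 16.4 to 54.4.

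The rule of the study was applied to each mouse. A probe was positive when both arrays passed 0.8 with 1 sign, or when it and an adjacent probe passed 0.5 with 1 sign in both arrays. A positive probe of an offspring was de novo when neither parent had a mean of both arrays beyond 0.4 in the same direction. De novo probes of 1 sign on 1 chromosome were merged into a region when at most 5 other probes lay between them. The second screening with denser arrays and the quantitative PCR of the study are not in this series, so the calls are those of the first screening alone.

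The rules, the tests and most of the alternatives were written before the data were examined. Regions were named by rule: the 20 de novo regions and 10 parental regions with the most probes, and the 5 single-probe changes with the largest mean per direction, of which the text gives those that matter most. The interval of a loss was the stretch over which the sum of -0.4 minus the log2 ratio was largest, a rule chosen after the data had been seen, with limits of 0.3 and 0.5 and each array by itself as alternatives. The chromosome 4 segment and the probes that follow the Y were singled out in the same way.

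Numbers of de novo probes and regions were tested by exact permutation over the 40320 pairings of the 8 offspring arrays of 1 dye orientation with the 8 of the other, since a pair from different mice keeps the array noise and breaks what belongs to 1 mouse. Parents and offspring were compared by an exact two-sided permutation test. A parental region had 2 or more positive probes in 1 parent and a median within 0.4 of 0 in the other, and an offspring carried it when its own median passed 0.4. The correlation over 10 mice used 100000 resamples. Random windows of as many probes had also been planned and were computed for each region, but a region selected for its low ratios lies below them by construction, so they are not reported. For carriage of parental regions, an exact binomial test against a share of 0.5 had been planned and was computed, but most regions were pairs of probes selected for the ratios of 1 mouse, and any that are noise lower the share whatever was inherited, so its p is not reported.

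The calls were tested on simulated data, made from the real arrays of the offspring with the order of the probes along the genome shuffled. Shifts were added at evenly spaced places, with 200 changes per mouse and size among 950622 probes. A change counted as called when a call of 1 or more probes overlapped it. A shift of -1 was called in 55.2% of cases at 1 probe, 95.0% at 2 probes and 100.0% at 10 probes (medians of the 8 offspring). A shift of -0.8 was called in 17.0% of cases at 1 probe and 67.0% at 2 probes. A shift of 0.58 was called in 1.25% of cases at 1 probe, 61.2% at 10 probes and 99.0% at 50 probes, so small gains of 1 copy were mostly not detectable with these thresholds. For this shift, a region of 4 or more called probes was found in 15.5% of cases at 10 probes and 75.25% at 50 probes.

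The alternatives were the LogRatio column, the value table, a normexp background correction with an offset of 50, other centrings, other thresholds, 1 array per mouse, a filter on probes well above background, other rules for the parents, other mergings of probes and a running median of 5 probes. The normexp correction was run on median signals in place of the mean signals that had been planned. By an error of sign, its arrays with the mouse in Cy3 were left as reference over mouse. A real change then had opposite signs in the 2 arrays of a mouse and could not pass the rule for both arrays. The normexp values therefore do not test the results. Probe positions were in mm9, and the genome at hand was GRCm38, so no coordinates were converted, no genes were named, the gene lists that had been fixed were not tested, and a correction for GC content was not made. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.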

Results

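DNA copy number was measured by array comparative genomic hybridization (CGH) in 1 mouse family, made up of a sire, a dam and their 8 offspring. The study asked whether chronic gamma irradiation of male mice, at 20 mGy per day for 400 days, changes the number of de novo copy number variations (CNVs) in their offspring. The title of this series places the family in the irradiated group, and it holds no other family, so an effect of irradiation was not compared here. DNA of each mouse was hybridized against DNA of 1 male reference mouse on 2 arrays with the dyes swapped, and the 2 arrays of a mouse were counted as 1 replicate. The 20 arrays carried 950622 autosomal probes, with a median distance of 2053 bp between neighboring probes, 68 X probes and 23 Y probes. The median background-subtracted signal of a channel ranged from 81.3 to 237, and the number of arrays limits the precision of each value. All log2 ratios are mouse over reference, and all positions are in mm9.

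The dam had 1794 positive autosomal probes, of which 1591 were losses and 203 were gains. The sire had 164 positive probes, with 93 gains and 71 losses. The 8 offspring had 354 ± 165 positive probes (SD, n = 8), between 210 in offspring 4 and 717 in offspring 5. A probe was positive when its log2 ratio passed 0.8 in both arrays with 1 sign, or when 2 adjacent probes passed 0.5 in both arrays. The mean of the parents was 979 ± 1153 (SD, n = 2), and the difference from the offspring was within the spread between mice (exact two-sided permutation test over 45 splits, p = 0.2). Losses made up most of the 4790 positive probes of the family, and gains made up 17.0% of them. With 1 array per mouse, gains made up 16.2% of positive probes with the mouse in Cy5 and 59.7% with the mouse in Cy3. The parents were scanned by themselves on 1 of the 6 scan days, so the scan day and the generation cannot be told apart in this comparison. By the methods of the study, tails of dams were taken after weaning, and those of sires and offspring when they died naturally. The dam therefore also differed from the other mice in sample collection.

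Large de novo losses were found in 4 of the 8 offspring, on 4 chromosomes. Offspring 5 had a loss on chromosome 13 from 63496324 to 66973977, where the median log2 ratio of 817 probes was -0.88, while the mean of the other 9 mice was 0.00 ± 0.01 (SD, n = 9). Offspring 8 had a loss on chromosome 3 from 104967009 to 105394815, with a median of -0.82 over 197 probes and -0.01 ± 0.02 (SD, n = 9) in the other mice. Offspring 2 had a loss on chromosome 14 from 38598063 to 38749693, with a median of -0.88 over 52 probes against -0.02 ± 0.03 (SD, n = 9). Offspring 4 had a loss on chromosome 6 from 138650182 to 138689214, with a median of -1.01 over 17 probes against -0.01 ± 0.05 (SD, n = 9).

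These ratios correspond to between 0.994 and 1.14 copies where the reference mouse has 2 copies. The normexp background correction was run with an error of sign in the arrays with the mouse in Cy3. Whether these copy numbers depend on the background treatment was therefore not tested. In the sire and the dam, the medians over the 4 intervals lay between -0.02 and 0.05. Both arrays of each carrier showed the loss. In offspring 5 the medians were -0.89 in the array with the mouse in Cy3 and -0.83 in the other, and in offspring 4 they were -0.93 and -1.10. Positive probes numbered 553 in the loss of offspring 5, 136 in that of offspring 8, 32 in that of offspring 2 and 12 in that of offspring 4. The intervals spanned 3477654 bp in offspring 5, 427807 bp in offspring 8, 151631 bp in offspring 2 and 39033 bp in offspring 4. The rule that set their ends was chosen after the data had been seen.

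**Figure D1:**
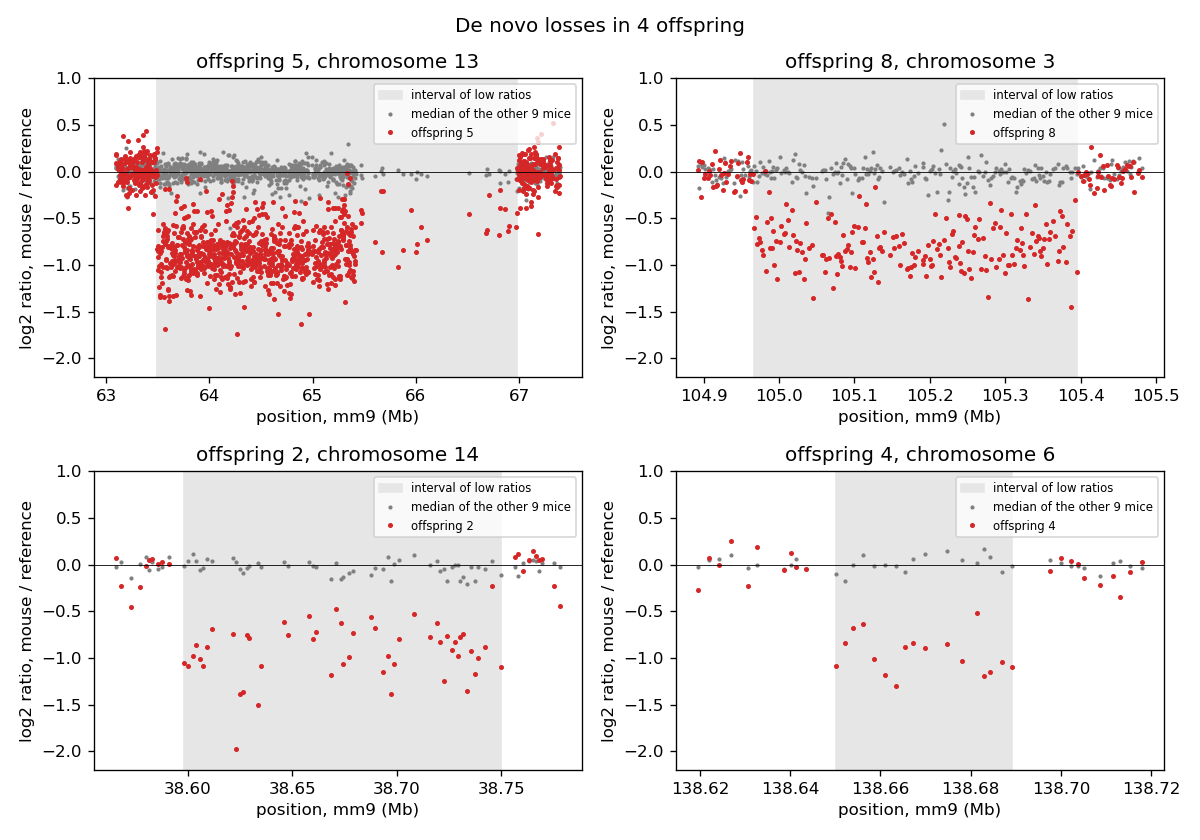
Log2 ratio (mouse over reference, mean of 2 arrays) against position in mm9 (Mb) around the de novo losses of offspring 5, 8, 2 and 4, with 1 point per probe. Points of the carrier lie near -0.88, -0.82, -0.88 and -1.01 inside the shaded intervals, while the median of the other 9 mice stays near 0.

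The loss of offspring 5 covered a densely and a sparsely probed part of chromosome 13. From 63496324 to 65407420, 788 probes had a median of -0.88. Beyond that point, up to 66973977, the array held 29 probes, or 1.85 probes per 100 kb, with a median of -0.59. Of these 29 probes, 23 were below -0.4, and the mean of the other 9 mice there was -0.02 ± 0.02 (SD, n = 9). The distal end depended on the rule and lay between 66690532 and 66973977 over the settings tried.

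By the adjacency rule fixed in advance, the offspring had 14 de novo regions of 4 or more positive probes, and all 14 were losses inside these 4 intervals. Offspring 5 had 7 of them, offspring 8 had 4, offspring 2 had 2 and offspring 4 had 1. Of the 40320 ways to pair the 8 arrays of 1 dye orientation with the 8 of the other, 24 gave as many regions as the true pairs, and the mean over all pairings was 1.75 (exact one-sided permutation test, p = 0.0006). Pairs of arrays from different mice gave no such region. The 24 pairings are those that keep the arrays of the 4 carriers together. This p therefore follows from the number of carriers and not from the number of regions, so its return in other settings is not added evidence. Within the 3 scan days that held both arrays of 2 offspring, the true pairs gave 7 regions against a mean of 3.5 (exact p = 0.125), and 8 pairings cannot give a smaller p. Without offspring 5, the number of regions was 7 (exact permutation test, p = 0.0048). With thresholds on the mean of both arrays it was 8 (exact permutation p = 1). By that rule, an array of a carrier also lowers the mean of a pair with another mouse. Those pairings do not remove the losses, so that p cannot decide. With thresholds of 0.9 and 0.6 it was 21, and with 0.7 and 0.4 it was 10 (exact permutation p = 0.0006 for both). It was 71 when only adjacent probes were merged and 4 with up to 20 probes between (exact p = 0.0006 for both), and 27 or 55 with 1 array per mouse. The rule can split 1 loss into several regions, so this number does not count losses.

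Smaller de novo regions, with 2 or 3 positive probes, were spread over 6 offspring and 13 chromosomes. There were 22 of them, with 6 in offspring 1, 4 each in offspring 2, 6 and 7, and 2 each in offspring 3 and 4. Losses made up 20 of them, and the 2 gains were in offspring 6, on chromosome 12 from 25904921 to 25906605 and on chromosome 2 from 113503614 to 113505338. Offspring 1 had the region with the lowest median, -1.08, on chromosome 19 from 45305785 to 45310204, where its 7 siblings had a mean of -0.37 ± 0.29 (SD, n = 7). After shuffling the order of the probes outside the 4 large losses, 13.9 ± 3.83 such regions were found (SD over 20 shuffles), with 22 in the highest shuffle. With only probes well above background on all arrays, 5 regions of 2 or 3 probes were found, and after subtracting the median of the 10 mice from each probe there were 8.

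Together, the offspring had 36 de novo regions of 2 or more probes, against a mean of 18.1 over all pairings of arrays (exact one-sided permutation test, p = 0.0028). Of these, 14 were pieces of the 4 large losses and 22 were the smaller regions. The 22 were not tested by pairings on their own, so this p comes in part from counting pieces of the same losses. Within the 3 scan days there were 25 regions of 2 or more probes, against a mean of 15.5 (exact p = 0.125, the smallest possible). With up to 20 probes allowed between the probes of a region, 28 regions remained (exact p = 0.067), and with thresholds of 0.7 and 0.4 there were 112 (exact p = 0.15). The test also missed 0.05 for 3 other alternatives, which are given with their values further on. Of these, 1 was the normexp correction with its error of sign.

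Single-probe de novo losses were found in every offspring, from 9 in offspring 8 to 232 in offspring 1. Offspring 7 had 168, offspring 6 had 163, offspring 2 had 140, offspring 4 had 136, offspring 3 had 91 and offspring 5 had 47. Single-probe gains numbered 79 in offspring 7 and between 5 and 16 in the other offspring. The lowest single-probe loss was in offspring 3 on chromosome 3 from 68099690 to 68099749, at -2.21, with neighboring probes at 0.02 and -0.02. The highest single-probe gain was in offspring 3 on chromosome 7 from 129518032 to 129518091, at 1.93.

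At the 986 single-probe losses, the median of the carriers was -1.05 and the median of the siblings was -0.24. The median of the 7 siblings was below 0 at 88.5% of these probes. With only probes well above background on all arrays, 145 single-probe losses and 11 single-probe gains were found, and 5 of these gains were in offspring 7. After subtracting the median of the 10 mice from each probe, single-probe losses numbered 455, with 93 in offspring 1, and single-probe gains numbered 316, with 145 in offspring 8 and 98 in offspring 7. The 1139 single-probe changes exceeded the mean of 932 over all pairings of arrays (exact one-sided permutation test, p = 0.0039), and within the 3 scan days they numbered 916 against a mean of 803 (exact p = 0.125). All de novo probes together numbered 1861, with a mean of 1050 over the pairings (exact one-sided permutation test, p = 5e-05, where the smallest possible is 2.5e-05). Of these 1861 probes, 157 were gains and 1704 were losses, and 678 lay in the regions of 4 or more probes. The test of all de novo probes therefore counts the 4 large losses again. With only the array that had the mouse in Cy3, gains outnumbered losses among de novo probes (23575 against 18993). Within the 3 scan days the true pairs gave 1120 de novo probes against a mean of 911 (exact p = 0.125, the smallest possible).

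**Figure D2:**
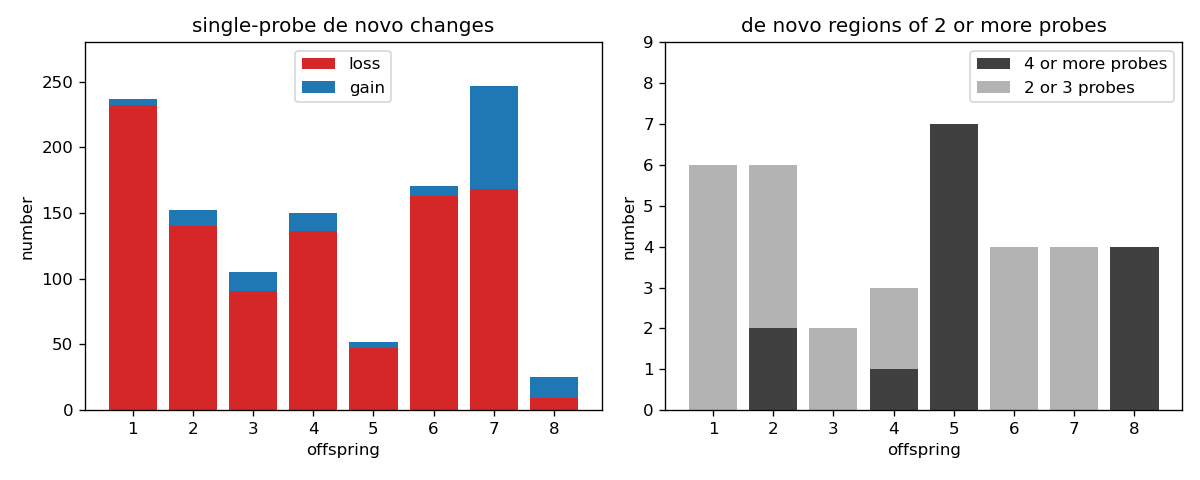
Number of single-probe de novo changes (left, losses and gains stacked) and of de novo regions of 2 or more probes (right, by size) in each of the 8 offspring. Single-probe losses range from 9 in offspring 8 to 232 in offspring 1, and regions of 4 or more probes are present in offspring 2, 4, 5 and 8.

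Regions called in the dam alone were rarely called in the offspring. The dam had 224 regions of 2 or more probes, 201 losses and 23 gains, that the sire did not have. A loss of the dam on chromosome 3 from 25417435 to 25444229, at -1.52, was carried by offspring 6 (-1.53), offspring 7 (-1.34) and offspring 8 (-1.52), which like the dam had no Y signal, and the other offspring lay between -0.04 and 0.04. A loss of the dam on chromosome 7 from 71223353 to 71251682, at -0.59, and another on chromosome 17 from 3006536 to 3013769, at -0.70, were carried by none of the offspring. A gain of the dam on chromosome 8 from 102213963 to 102235206, at 0.45, reached 0.17 in offspring 6, 0.30 in offspring 7 and 0.25 in offspring 8, which is below the limit of 0.4.

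In the 225 regions of either parent, 27 of 1800 possible carriages were found, or 1.5% (95% Clopper-Pearson interval 0.991% to 2.18%). In 6 of these regions the median of the parent itself was within the limit of 0.4, and without them the share was 1.54%. Of the 225 regions, 217 had 2 called probes, selected for their ratios. Almost all came from the dam, the mouse with the widest spread in the mean of its 2 arrays. The share therefore does not measure inheritance. The 6 regions carried by 2 or more offspring were losses of the dam found in offspring 6, 7 or 8 alone, and they made up 17 of the 27 carriages. The interval treats the regions as independent, and regions on 1 chromosome are linked. The share was 10.5% or 18.1% with 1 array per mouse. None of the offspring carried 209 of the regions, and the sire had 1 region, which 0 of 8 offspring carried.

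A segment of chromosome 4 from 101110482 to 101270535 was gained in 9 of the 10 mice, at different levels. Over its 74 probes, the median log2 ratio was 0.93 in the sire and 0.52 in the dam. Offspring 3, 5, 6 and 7 lay at 0.97, 0.95, 0.98 and 0.92. Offspring 1, 2 and 8 lay at 0.52, 0.55 and 0.53, and offspring 4 lay at 0.04. Where the reference mouse has 2 copies, the nearest whole numbers of copies are 4 in the sire and 4 offspring, 3 in the dam and 3 offspring, and 2 in offspring 4.

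This segment held 65 of the 66 gain probes that were positive in 4 or more mice. No probe was positive with 1 sign in all 10 mice, and 8 was the highest number of mice that shared a gain probe, against 5 for a loss probe. The segment was singled out after its values had been seen.

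X and Y probes separated the mice into those with and without Y signal. The sire and offspring 1 to 5 had X medians between 0.00 and 0.04 and Y medians between -0.07 and 0.06, as the male reference has. The dam had an X median of 0.84 and a Y median of -1.84. Offspring 7 and 8 had X medians of 0.89 and 0.91 and Y medians of -1.45 and -1.19. Offspring 6 had a Y median of -1.74, in the range of the dam and these offspring, but its X median was 0.42, at 0.43 and 0.36 in its 2 arrays. The labels give the sex of the parents, and those of the offspring give none.

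**Figure D3:**
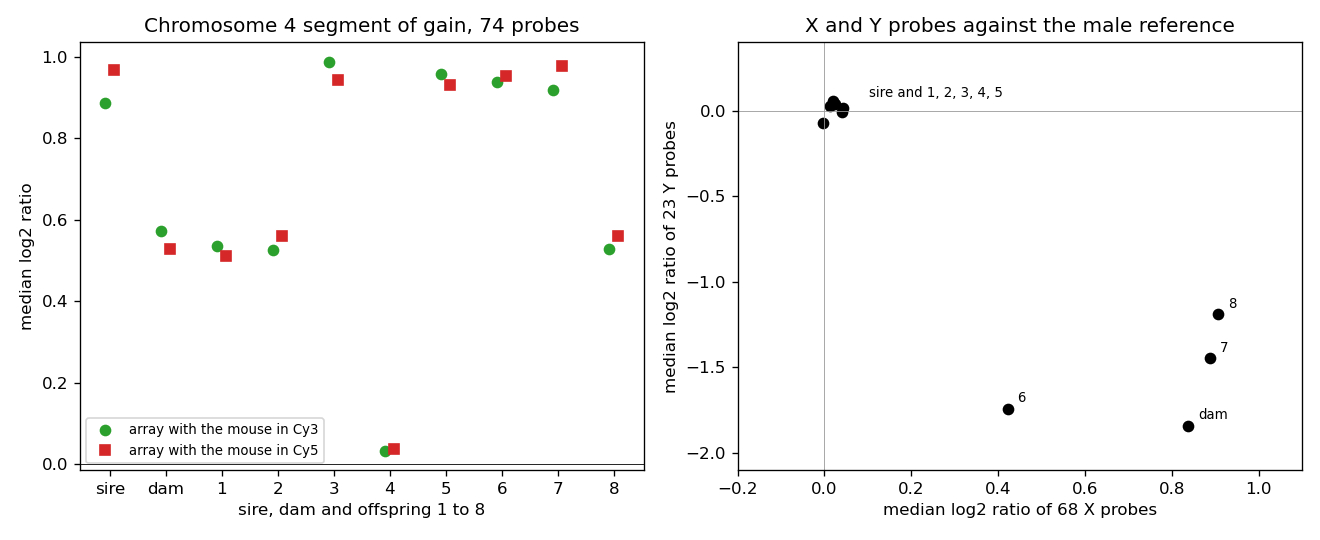
Median log2 ratio of the 74 probes of the chromosome 4 segment in each array of the 10 mice (left), and median log2 ratio of Y probes against that of X probes per mouse (right). The chromosome 4 medians fall near 0.9, 0.5 and 0, and offspring 6 has an X median of 0.42 between the other mice.

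Mice with a wider spread in the mean of their 2 arrays tended to have more positive probes. Pearson's r turned negative without the dam and offspring 8. This spread, of differences between neighboring probes and called noise here, was 0.259 in the dam and 0.128 in offspring 8. It also holds deviations that both arrays of a mouse share, which the rule for positive probes counts. The relation can therefore be in part built in, and it does not describe the noise of single arrays. In its single arrays the dam had 0.368 with the mouse in Cy3 and 0.292 with the mouse in Cy5. Over the 10 mice, Pearson's r with the number of positive probes was 0.865 (permutation p = 0.046) and Spearman's rho was 0.638 (permutation p = 0.051), with a Benjamini-Hochberg adjusted p of 0.051 for both. Without these 2 mice, r was -0.0965 (exact permutation p = 0.81) and rho was 0.407 (exact permutation p = 0.32), so neither passed 0.05 in the other 8 mice. No scan day held 6 mice, so the relation was not computed within scan days.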

Values the study reported

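For the offspring of this family, the study listed a deletion of 1,908,155 bp with 575 positive probes in the first screening (offspring 5), one of 353,159 bp with 145 probes (offspring 8), one of 145,401 bp with 36 probes (offspring 2) and one of 32,881 bp with 8 probes (offspring 4), each found again by quantitative PCR. In offspring 1, it listed 9 candidate deletions with a single positive probe in the first screening that were left after a second screening, of which 8 were tested and 4 were found again by quantitative PCR. For this family, the study listed no other de novo CNV found again by quantitative PCR. Over all families, 7.1% of the offspring in the non-irradiated group (11 of 156) and 20.4% in the irradiated group (29 of 142) had de novo deletions. For deletions with 2 or more positive probes, the shares were 5.1% and 15.5%. Mice with 4 or more de novo CNVs found again by quantitative PCR were left out of these counts. Offspring 1 was such a mouse.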

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

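All tests of explanations in this part were chosen after the results had been seen, as were the segments behind 5 of the 19 sets of values searched here. In these 19 sets of 8 offspring values, the highest or lowest value was set against its nearest neighbor and the whole range, and 11 sets had an offspring far from the others, 7 of them among the other 14 sets. Those 7 were overlapping counts of 2 mice, so they are not separate findings, and the chance of such a value in 1 group, about 1 in 20, cannot be added up over them.

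Offspring 5 stood apart from its siblings in the number of positive probes (717, next 450), of losses (642, next 301), of de novo probes (562, next 255) and of de novo losses (557, next 244), and 510 of its de novo probes lay in the chromosome 13 loss. Offspring 7 stood apart in gains (168, next 89), in de novo gains (79, next 16) and in single-probe de novo gains (79, next 16), and it had the lowest median signal of the offspring (94.6). With only probes well above background it had 5 de novo gains, and after subtracting the median of the 10 mice it had 100 and offspring 8 had 149, so it was then not the highest. The medians of the losses in offspring 2 on chromosome 14 (-0.88), offspring 4 on chromosome 6 (-1.01), offspring 5 on chromosome 13 (-0.88) and offspring 8 on chromosome 3 (-0.82) were far from those of the siblings, the lowest of which was -0.11. These 4 were selected for their losses.

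Single-probe de novo losses numbered 986 in the 8 offspring, with neighbors near 0, 145 with only probes well above background and 455 after subtracting the median of the 10 mice. The true pairs of arrays gave 1139 single-probe changes against a mean of 932 over all pairings (exact one-sided p = 0.0039), but within scan days 916 against 803 (exact p = 0.125, the smallest possible), so chance agreement with variation of the scan day cannot be told apart from changes of a mouse. Array variation that the offspring share may account for a part of them, since the siblings had a median of -0.24 at these probes, against 0.00 at the regions of 4 or more probes. Low signal stays open: Spearman's rho between the signal of an offspring and its losses was -0.71 (exact permutation p = 0.0576, n = 8, adjusted 0.0576) and Pearson's r was -0.77 (exact permutation p = 0.0102, adjusted 0.0204), but without offspring 5 and 8 r was -0.14 (exact permutation p = 0.776) and rho was -0.31 (exact permutation p = 0.564), which 6 mice cannot decide, and no scan day held 6 mice. Small deletions in single mice also stay open here, since nothing in this series tested them. The study followed up its own candidates in a second screening and by quantitative PCR. In this family, it listed single-probe deletions found again in offspring 1 alone.

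The X median of offspring 6, 0.42, lay between those of mice with 1 X and with 2. Male DNA in the sample was argued against by the Y median of -1.74, as the share of 60.6% needed for the X level would put it at -0.39. Compressed ratios were argued against by 29 autosomal probes that were low in the dam and offspring 7 and 8 and chosen without offspring 6, where its ratio to them was 0.97 (95% interval 0.912 to 1.03), and loss of a part of the X by its 8 bins of 10 Mb, which lay between 0.18 and 0.51, with none at the level of offspring 7 and 8 (lowest 0.77), although the dam also had 1 bin, of 4 probes, at 0.44. Loss of an X in a part of the cells may account for the level, but this cannot be told apart from other causes: at 5 autosomal probes high in the 3 other mice its ratio was 0.38 (0.159 to 0.661), while other choices of mice gave up to 8 such probes. No group of the design gives a biological explanation to test.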

How the results depend on the processing

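Offspring 5 or 6 left out, the dam left out, exclusion by the sire alone, parental regions of the sire alone, regions joined within an interval and the rule for intervals were alternatives chosen after seeing the data; the others had been planned. The share of parental regions carried ranged from 0 to 38.1% in the 14 alternatives. The 38.1%, over 22 regions, came from the normexp correction with its error of sign, and the next highest share was 18.1%. The X and Y medians were run again only with the LogRatio column and without centring, and all moved by less than the spread between offspring. Results close to those reported came from 4 of 12 alternatives for positive probes, 10 of 17 for de novo probes, 9 of 20 for regions of 2 or more probes, 13 of 21 for regions of 4 or more and 20 of 32 for region medians, which are those of the largest region by the adjacency rule in each carrier (-0.89 in offspring 5, -0.86 in offspring 8, -0.92 in offspring 2 and -1.03 in offspring 4), not of the longer intervals. Without centring, with the value table, the LogRatio column or centring per chromosome, the counts stayed within 1.5 times those reported. The numbers of alternatives include the normexp correction with its error of sign, except for the X and Y medians.

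Normexp gave 773 positive probes, 1 probe shared by all mice, 159 de novo probes (exact permutation p = 0.22), 25 regions of 2 or more probes (exact p = 0.18) and 0 of 4 or more, and the region medians were -0.055 in offspring 5, -0.021 in offspring 8, -0.10 in offspring 2 and -0.11 in offspring 4. Gains made up 89.1% of its positive probes, against 17.0% without it. Its arrays with the mouse in Cy3 had the wrong sign, so a real change had opposite signs in the 2 arrays of a mouse. These values therefore do not show how the results depend on the background correction.

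Thresholds of 0.7 and 0.4 gave 9869 positive and 3244 de novo probes and 112 regions of 2 or more (exact p = 0.15), and 0.9 and 0.6 gave 2671, 1142 and 23. The mean of both arrays gave 18192 positive and 7062 de novo probes, 299 regions of 2 or more (exact p = 0.82) and 8 of 4 or more (exact p = 1). By that rule a pair of different mice keeps a part of a loss, so these p-values cannot decide. The cause of the higher numbers of probes was not tested. With 1 array per mouse, positive probes ranged from 163921 to 183072, and probes shared by all mice from 7 to 12. De novo probes ranged from 42568 to 55601, regions of 2 or more from 4682 to 7774 and of 4 or more from 27 to 55. By the dye, gains were 16.2% or 59.7% of positive and 22.9% or 55.4% of de novo probes. The same mice were on both sets of arrays, so copy number does not account for this difference between dye orientations. Other causes were not tested. Region medians with 1 array per mouse lay at -0.94 to -0.81 in offspring 5, -0.88 to -0.86 in offspring 8, -1.08 to -0.83 in offspring 2 and -1.07 to -0.94 in offspring 4.

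The filter on signal over background gave 2722 positive and 799 de novo probes and 18 regions of 2 or more, with medians of these regions of -0.88 in offspring 8, -0.83 in offspring 2 and -0.95 in offspring 4; it kept 96.1% of autosomal probes, so calls were concentrated at probes that some array measured near background. Subtracting the median of the 10 mice gave 21 regions of 2 or more. Merging adjacent probes only gave 177 and 71 regions of 2 or more and 4 or more, and up to 20 probes between gave 28 (exact p = 0.067) and 4. The running median gave 59 regions of 2 or more (exact p = 0.18), among them chromosome 4 in offspring 4. Without offspring 5 there were 7 regions of 4 or more, without the dam 2996 positive probes, and 4 regions joined by interval. Pearson's r of noise and positive probes reversed to -0.0965 without the dam and offspring 8, while rho stayed positive at 0.407. The GC correction and the relation within scan days could not be run.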

Other observations

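All tests in this part were chosen after the results had been seen. A set of 43 autosomal probes on 14 chromosomes was low in exactly the 4 mice without Y signal, the dam and offspring 6, 7 and 8, with a median of -1.42 against -0.02 in the other mice. Of the 210 choices of 4 mice, no other gave more than 1 such probe. The loss of the dam on chromosome 3 from 25417435 to 25444229, which offspring 6, 7 and 8 also showed, was 1 of these places. Copies of these sequences on the Y were not searched for.

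The chromosome 4 segment lay at 3 levels in this family. A loss in the reference mouse alone would leave no mouse between 0.3 and 0.8, and 4 mice lay there. A sire with 3 and 1 copies on its chromosomes and a dam with 2 and 1 may have passed them on by chance, giving 0 offspring with 5 copies, 4 with 4, 3 with 3 and 1 with 2 (exact multinomial p = 0.198). A sire with 2 and 2 copies, a dam with 2 and 1 and a new loss in offspring 4 may also account for the levels (exact binomial p = 1 for 4 against 3 copies in the other 7 offspring). These explanations cannot be told apart with 8 offspring, and the rule for de novo probes did not call offspring 4 here because it compares each mouse with the reference.

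The correlation between the 2 arrays of a mouse, both as mouse over reference, was between -0.50 and -0.24 in the sire and the offspring and 0.21 in the dam. Arrays of different mice in the Cy3 orientation had correlations between 0.14 and 0.56, and those in the Cy5 orientation between -0.05 and 0.61. These correlations are across the autosomal probes, which are not independent replicates.

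The losses spanned 3477654 bp in offspring 5, 427807 bp in offspring 8, 151631 bp in offspring 2 and 39033 bp in offspring 4 here. All 4 are larger than the sizes quoted from the study above. The study also had a second screening with denser arrays, so the sizes were not measured alike. In offspring 5 the densely probed part spanned 1911097 bp, and the rest lay in the sparsely probed part, and the ends of all 4 losses were set by a rule chosen after the data had been seen. Offspring 1 had 232 single-probe losses here, by the first screening alone. That is higher than the number quoted above, which counts those left after a second screening.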
